A study of Mus musculus with 160 samples. Its data were reported in "Guiding T lymphopoiesis from pluripotent stem cells by defined transcription factors" (2019).

How the data were processed

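Single sorted cells from mouse cultures (strain C57BL/6) were profiled by RNA sequencing. The 160 cells fell into 4 groups by their labels, 65 iHECs and 21, 18 and 56 iHPCs of day 14, day 17 and day 21 after the start of induction, the latter being days 3, 6 and 10 of maturation on feeder cells. The day of the iHECs was taken from no label and is not used. The labels state that cells came from embryonic or induced pluripotent stem cells without saying which cell came from which. The study's text names embryonic stem cells with inducible Runx1 and Hoxa9 as the source of the iHPCs. The line was not used in any comparison.

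According to the labels and the methods, the authors made and amplified cDNA of each cell with the Discover-sc WTA Kit V2, kept samples that passed a qPCR check of B2m and Gapdh, and built libraries with the TruePrep DNA Library Prep Kit V2. The labels and the methods name different sequencers, a HiSeq and a NextSeq model, and which of them applies was not settled. The authors aligned reads to the mouse genome mm10 with HISAT2 and estimated expression as TPM with StringTie. The deposited TPM values of all cells were in a single table with a row per gene and a column per cell, and 0 of its columns were left unused. Such values are scaled within each cell to the same total, so they keep neither read counts nor depth, and a rise of some genes lowers all others. Whether molecules were tagged before amplification is not stated, so amplified copies count as separate reads.

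The table had 23420 rows, and the TPM of a cell summed to between 988686 and 999108. The names of 27 rows had been turned into dates, as spreadsheet software does, and 2 names stood on more than 1 row each. Those rows were kept under names of their own and none was named in the text. Of the row names, 21571 equaled a RefSeq symbol and 1663 a synonym of a single symbol. Of the 127 panel and marker genes, 125 were in the table. It held 96 rows of ribosomal protein genes and 0 rows of mitochondrial genes. Positions are from a GRCm38 annotation, the assembly that mm10 names.

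Values were analyzed as log2(TPM + 1), with a pseudocount of 1. A gene was called detected in a cell above 1 TPM. Genes above 1 TPM in more than 30 of the 160 cells entered the comparisons between groups (9674 genes), and genes above 1 TPM in more than 10 of the day-21 cells entered the clustering (9277 genes). No cell was left out. No doublet caller was run, since each library is a single sorted cell and no read counts were used.

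The labels name no animal, culture or experiment, so a group is 1 sample. Cells are not replicates, and for this reason the text gives no p-value, standard error or count of changed genes. For each gene and group the mean and SD between cells of log2(TPM + 1) were computed, and the share of cells above 1 TPM with an exact Clopper-Pearson 95% interval. Where no cell was above 1 TPM, the limit is 3 cells of the total. Both cover counting error only. The value of a gene list in a cell is the mean over its genes. Differences were taken between consecutive groups, later minus earlier, and also relative to the median difference of the 9674 genes.

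Most genes named in the text follow from rules set before the data were examined: 8 panels chosen from the study, the 5 largest rises and 5 largest falls in each of the 3 comparisons, the 5 genes highest and lowest between the clusters, and 10 lists of markers. The lists were endothelial, stromal, erythroid, megakaryocyte, neutrophil or monocyte, mast cell or basophil, T lymphoid, B lymphoid, innate lymphoid and sex-linked genes. The mean of the panel of hematopoietic transcription factors and 1 of the genes lowest in a cluster are not reported here. Values of sex-linked genes are given with the additional observations, as are 12 interferon-response genes that were listed after the largest differences had been seen. Also chosen after the data had been seen were the genes highest in cluster C, the genes of the spill-over comparison, the X-linked copies of Y-linked genes and the commonly used genes checked for values of 0.

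Neighbors were found by Euclidean distance on 10 principal components of centered values, with 10 neighbors per cell. Day-21 cells were clustered by Ward's method into 2 clusters on 10 components. Panel and marker genes were left out of components and clusters, so that they could be read between groups. The description of 3 clusters was added after the data had been seen.

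Steps that rank or group were tested on simulated data. Each gene of a simulated cell was drawn from a real cell picked separately for that gene. Apart from the planted changes, simulated cells thus keep no links between genes. They do not differ in the number of detected genes as real cells do. Recovery in them therefore does not show how the steps behave where real cells differ in that number. In a simulated comparison of day 17 with day 14 over 9674 genes, of which 200 were changed 8-fold, 87% of the changed genes were among the 100 largest rises and 100 largest falls and 100% had the right sign. Over 20 draws, the share of neighbors from the same group was 44.8% with no change, against 44.7% from the group sizes, and 69.8% with the changed genes. In a simulated clustering of day-21 cells over 9277 genes, a median of 50 of the 56 cells and at the lowest 18 were put in their planted cluster when 200 genes separated the clusters. With 2000 such genes all 56 cells were put right in every draw. The 200-gene result shows that the clustering can miss a division carried by few genes. The first version of this simulation, with a single draw, recovered fewer cells than the median of 50, and the number of draws and the case of 2000 genes were added after that outcome.

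Alternatives were the pseudocount (0.1 and 10), the threshold for detection, the filter on low values, median-of-ratios size factors, removal of ribosomal protein genes, cells with few genes left out, a trimmed mean, the number of neighbors and components, the distance, equal group sizes and other clusterings. They were set before the data were examined, except for the description of 3 clusters, the removal of the trend over detected genes and the subtraction of the median difference. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.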

Results

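To follow the transcriptome from induced hematopoietic endothelial cells to hematopoietic progenitors, single cells were sorted from mouse cultures and their polyadenylated RNA was sequenced. The induced hematopoietic endothelial cells (iHECs) carry endothelial surface proteins and arise from pluripotent stem cells in which the transcription factors Runx1 and Hoxa9 are expressed. The induced hematopoietic progenitor cells (iHPCs) are the blood cells that iHECs form on OP9-DL1, a stromal feeder line that displays a Notch ligand. The table held 65 iHECs, 21 day-14 iHPCs, 18 day-17 iHPCs and 56 day-21 iHPCs, or 160 cells in all. The labels name no animal, culture or experiment for any cell, so each group counted as 1 sample. No difference between groups has a replicate check and no test was run. The SD given is the spread between cells of a group.

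The sort gates changed along with the day. The iHECs were CD31+CD41lowCD45−c-kit+CD201high, the day-14 and day-17 iHPCs were CD45-positive cells without lineage markers, and the day-21 iHPCs were Ter119−CD45+c-kit+CD127+. Day and gate therefore cannot be separated between day 17 and day 21, nor between iHECs and day 14.

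TPM, a measure scaled to the same total in every cell, keeps no sequencing depth, so the depth of each cell is unknown. The number of genes above 1 TPM was the only measure of library complexity. Its median was 4926 genes in iHECs (range 3309 to 7533), 8200 in day-14 iHPCs (3103 to 9333), 8101 in day-17 iHPCs (6536 to 9658) and 6695.5 in day-21 iHPCs (3188 to 7950). The alternative that moved these medians most was a threshold of 10 TPM, which gave 5839 genes at day 14 and 6566 at day 17 and so changed the order of these 2 groups. Genes that cells commonly use were also listed at 0, Hprt in 6 and Tbp in 28 of the 160 cells, whereas Actb, Gapdh and B2m were listed at 0 in 0 cells. A gene listed at 0 is therefore described as such and not as absent.

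**Figure D1:**
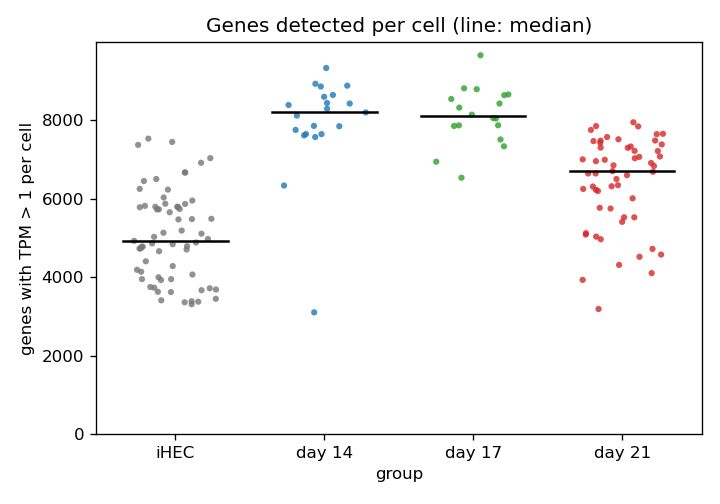
Genes with TPM above 1 (y axis, number of genes) in each cell of the 4 groups (x axis), where a point is a cell and the line is the group median. The median was 4926 in iHECs and 8200 in day-14 iHPCs, and the ranges of all groups overlapped.

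Differences between consecutive groups were taken on the log2(TPM + 1) scale, later minus earlier, which understates the change of genes with low values. Over the 9674 genes above 1 TPM in more than 30 cells, the median difference was 0.93 from iHEC to day 14, 0.28 from day 14 to day 17 and -0.74 from day 17 to day 21. Each difference below is followed by its value relative to this median difference.

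The first comparison asked how the factors used for induction and the genes behind the sort gates were listed in each group. The TPM of Runx1 (GRCm38, chromosome 16, 92601466 to 92826149, minus strand) and of Hoxa9 (chromosome 6, 52223100 to 52231089, minus strand) does not separate transgene from endogenous transcripts. Runx1 was above 1 TPM in 59 of 65 iHECs (90.8%, exact Clopper-Pearson 95% interval 81.0 to 96.5), 20 of 21 day-14, 18 of 18 day-17 and 56 of 56 day-21 iHPCs. Intervals and limits of this kind cover counting error only. Hoxa9 was above 1 TPM in 55 of 65 iHECs and in 20 of 21, 17 of 18 and 56 of 56 iHPCs in the order of days. The mean of both genes was 5.21 ± 2.19 (SD between cells) in iHECs, 6.27 ± 1.97 at day 14, 7.44 ± 1.45 at day 17 and 7.05 ± 1.05 at day 21. It rose by 1.06 from iHEC to day 14, or 0.13 relative to the median difference, and by 1.17, or 0.90, from day 14 to day 17. Its change from day 17 to day 21 was -0.39, or 0.35 relative to the median difference. With median-of-ratios size factors the change from iHEC to day 14 was -0.05, so its direction depended on the scaling.

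Ptprc, which codes for CD45, was above 1 TPM in 1 of 65 iHECs (1.54%, interval 0.0389 to 8.28) and in 19 of 21 day-14 iHPCs (90.5%, interval 69.6 to 98.8). Procr, which codes for CD201, was above 1 TPM in 59 of 65 iHECs and in 4 of 21 day-14, 1 of 18 day-17 and 1 of 56 day-21 iHPCs. Il7r, which codes for CD127, was above 1 TPM in 0 of 65 iHECs and 0 of 21 day-14 iHPCs, which allows shares of up to 4.62% and 14.3%. It was above 1 TPM in 15 of 18 day-17 iHPCs (83.3%, interval 58.6 to 96.4), a group that was not sorted on CD127, and in 41 of 56 day-21 iHPCs (73.2%, interval 59.7 to 84.2), which were. Kit was above 1 TPM in 48 of 65 iHECs, 18 of 21 day-14, 16 of 18 day-17 and 52 of 56 day-21 iHPCs. The 6 sort genes together changed by -1.46 from iHEC to day 14 (-2.39 relative to the median difference), 1.46 from day 14 to day 17 (1.18) and -0.17 from day 17 to day 21 (0.57).

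The second comparison addressed the loss of endothelial transcription factors. The mean over Sox7, Sox18 and Ets1 was 6.23 ± 1.65 in iHECs and 0.06 ± 0.19 in day-14 iHPCs. It fell by 6.17 on the log2 scale, and its change relative to the median difference was -7.10. This was larger than the spread between cells in either group. The alternative that moved a list difference most was a pseudocount of 0.1, under which this change was -9.07, and a pseudocount of 10 gave -3.44. Sox7 (chromosome 14, 63943673 to 63950732, plus strand) was above 1 TPM in 52 of 65 iHECs (80.0%, interval 68.2 to 88.9) and in 0 of 21 day-14, 0 of 18 day-17 and 0 of 56 day-21 iHPCs, which allows shares of up to 14.3%, 16.7% and 5.36%. Sox18 was above 1 TPM in 63 of 65 iHECs, 0 of 21 day-14 iHPCs, 1 of 18 day-17 iHPCs and 0 of 56 day-21 iHPCs.

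Ets1 was above 1 TPM in 60 of 65 iHECs (92.3%, interval 83.0 to 97.5), 1 of 21 day-14 iHPCs (4.76%, interval 0.12 to 23.8), 10 of 18 day-17 iHPCs (55.6%, interval 30.8 to 78.5) and 16 of 56 day-21 iHPCs (28.6%, interval 17.3 to 42.2). Its mean was 6.46 ± 2.34 in iHECs, 0.18 ± 0.58 at day 14, 1.83 ± 1.65 at day 17 and 1.06 ± 1.72 at day 21. From day 14 to day 17 it rose by 1.65, or 1.38 relative to the median difference, and the mean at day 17 stayed below that of iHECs.

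Among 15 genes that describe iHECs, which share Procr with the sort genes, Cdh5 (chromosome 8, 104101625 to 104144511, plus strand) was above 1 TPM in 63 of 65 iHECs and Tek in 52 of 65, and each in 0 of 21, 0 of 18 and 0 of 56 iHPCs in the order of days. By share of cells, Esam did not follow them. It was above 1 TPM in 63 of 65 iHECs, 15 of 21 day-14 iHPCs (71.4%, interval 47.8 to 88.7), 15 of 18 day-17 iHPCs (83.3%, interval 58.6 to 96.4) and 9 of 56 day-21 iHPCs (16.1%, interval 7.62 to 28.3). Nor did Cd47 and Cd63, above 1 TPM in every cell of the 4 groups, or Mycn, in 58 of 65 iHECs and 19 of 21 day-14 iHPCs. Tal1 went from 13 of 65 iHECs to 15 of 21 day-14 iHPCs, and Erg from 14 of 65 to 8 of 21. The share of each remaining member was lower at day 14 than in iHECs. The 15 genes changed by -2.35 from iHEC to day 14 (-3.28 relative to the median difference), 0.11 from day 14 to day 17 (-0.16) and -0.50 from day 17 to day 21 (0.24).

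**Figure D2:**
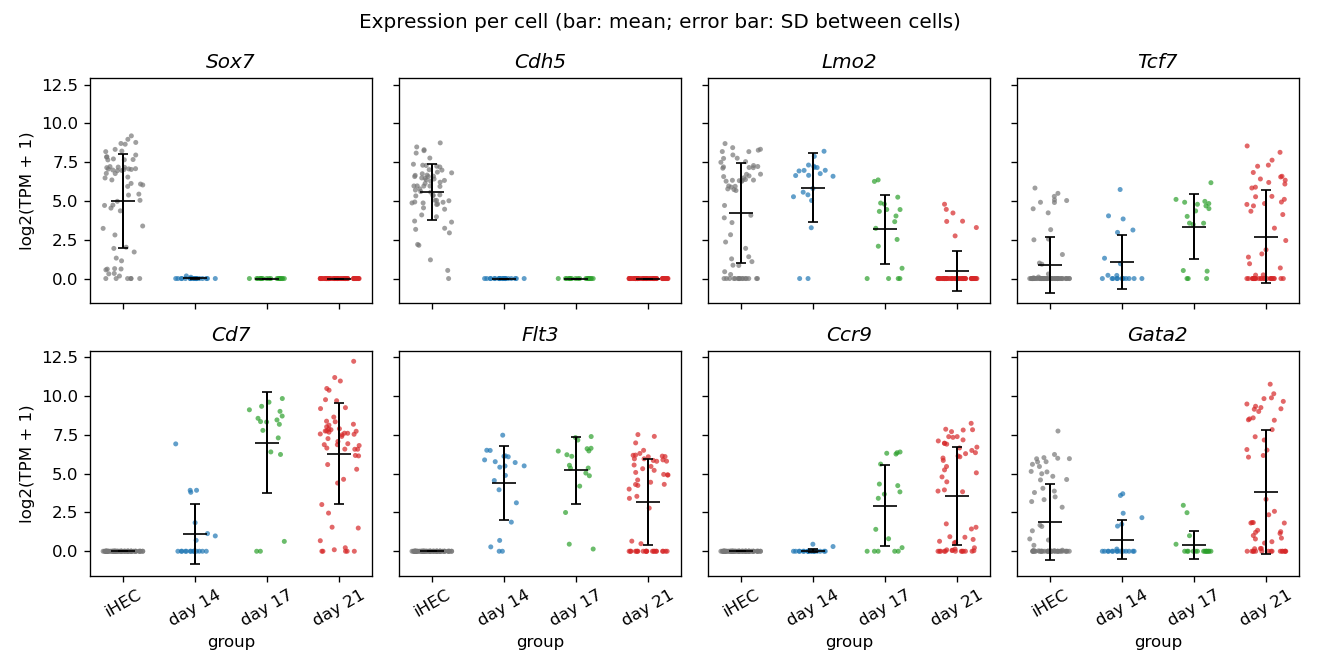
log2(TPM + 1) of 8 genes (y axis) in each cell of the 4 groups (x axis), where a point is a cell, the bar is the mean and the error bar is the SD between cells. Sox7 and Cdh5 were above 1 TPM in 52 and 63 of 65 iHECs and in 0 iHPCs, and Ccr9 in 11 of 18 day-17 and 33 of 56 day-21 iHPCs.

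The third comparison addressed transcription factors of blood and T cell development. Myb was above 1 TPM in 3 of 65 iHECs (4.62%, interval 0.962 to 12.9) and 19 of 21 day-14 iHPCs (90.5%, interval 69.6 to 98.8), and its mean rose by 5.0, or 4.08 relative to the median difference. Sfpi1 was above 1 TPM in 23 of 65 iHECs (35.4%, interval 23.9 to 48.2) and 20 of 21 day-14 iHPCs, and its mean rose by 6.29, or 5.37.

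The mean over Lmo2, Bcl11a, Ikzf1, Myc, Gata3 and Tcf7 rose by 2.20 from iHEC to day 14, or 1.27 relative to the median difference, and then changed by 0.28 (0.00) and -1.0 (-0.26). Its members moved apart. Tcf7 was above 1 TPM in 13 of 65 iHECs (20%, interval 11.1 to 31.8), 6 of 21 day-14 iHPCs (28.6%, interval 11.3 to 52.2), 13 of 18 day-17 iHPCs (72.2%, interval 46.5 to 90.3) and 28 of 56 day-21 iHPCs (50%, interval 36.3 to 63.7), and its mean rose by 2.26 from day 14 to day 17, or 1.99. Lmo2 was above 1 TPM in 45 of 65 iHECs, 19 of 21 day-14 iHPCs (90.5%, interval 69.6 to 98.8), 13 of 18 day-17 iHPCs (72.2%, interval 46.5 to 90.3) and 7 of 56 day-21 iHPCs (12.5%, interval 5.18 to 24.1). Its mean fell by 2.68 from day 14 to day 17 and fell by 2.68 from day 17 to day 21, which is -2.96 and -1.95 relative to the median difference. Gata3 was above 1 TPM in 16 of 21, 13 of 18 and 35 of 56 iHPCs in the order of days, with intervals that overlap.

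The fourth comparison addressed genes of surface proteins that progenitors use to reach and settle the thymus. The mean over Kit, which is also a sort gene, Flt3, Cd7, Ccr9, Ccr7 and Cxcr4 was 0.75 ± 0.49 in iHECs, 1.77 ± 0.80 at day 14, 4.07 ± 1.63 at day 17 and 3.49 ± 1.5 at day 21. Between day 14 and day 17 it rose by 2.30, or 2.02 relative to the median difference. The change from iHEC to day 14 was 1.02 but 0.09 relative to the median difference, and that from day 17 to day 21 was -0.58 and 0.15. Flt3 was above 1 TPM in 0 of 65 iHECs, which allows up to 4.62%, and in 17 of 21 day-14 iHPCs (81.0%, interval 58.1 to 94.6), 16 of 18 day-17 iHPCs (88.9%, interval 65.3 to 98.6) and 33 of 56 day-21 iHPCs (58.9%, interval 45 to 71.9). Cd7 rose later, from 6 of 21 day-14 iHPCs (28.6%, interval 11.3 to 52.2) to 15 of 18 day-17 iHPCs (83.3%, interval 58.6 to 96.4), and its mean rose by 5.89, or 5.61. Ccr9 was above 1 TPM in 0 of 21 day-14 iHPCs, which allows up to 14.3%, and in 11 of 18 day-17 iHPCs (61.1%, interval 35.7 to 82.7) and 33 of 56 day-21 iHPCs (58.9%, interval 45 to 71.9). Cxcr4 was above 1 TPM in 4 of 21 day-14 iHPCs (19%, interval 5.45 to 41.9), 17 of 18 day-17 iHPCs (94.4%, interval 72.7 to 99.9) and 27 of 56 day-21 iHPCs (48.2%, interval 34.7 to 62). Ccr7 was above 1 TPM in 9 of 21, 4 of 18 and 6 of 56 iHPCs in the order of days. The share that moved most with the threshold was that of Tal1 in day-14 iHPCs, 71.4% above 1 TPM and 9.52% above 10 TPM.

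Among 12 further factors, Hoxb5 was above 1 TPM in 46 of 65 iHECs (70.8%, interval 58.2 to 81.4) and Hoxb4 in 34 of 65 (52.3%, interval 39.5 to 64.9), and each in 0 of 21, 0 of 18 and 0 of 56 iHPCs in the order of days. Gata2 (chromosome 6, 88193891 to 88207032, plus strand) was above 1 TPM in 26 of 65 iHECs (40%, interval 28 to 52.9), 6 of 21 day-14, 3 of 18 day-17 (16.7%, interval 3.58 to 41.4) and 34 of 56 day-21 iHPCs (60.7%, interval 46.8 to 73.5). Its mean rose by 3.41 from day 17 to day 21, or 4.15 relative to the median difference, with an SD between cells of 3.99 at day 21. The largest rise of the 12 between these days was that of Id2, by 4.39, or 5.13. Id2 was above 1 TPM in 13 of 18 day-17 and 56 of 56 day-21 iHPCs. The largest fall was that of Tcf3, by -2.25, or -1.51 relative to the median difference. Over all 12 genes the changes were -0.16 (-1.09), 0.46 (0.19) and -0.05 (0.68).

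Markers of cell types, fixed before the data were examined, gave the following changes in the order of the 3 comparisons, each with its value relative to the median difference. Endothelial markers changed by -4.40 (-5.33), 0.21 (-0.07) and -1.19 (-0.45). Neutrophil or monocyte markers changed by 2.19 (1.26), -0.88 (-1.16) and -0.83 (-0.09). Mast cell or basophil markers changed by 0.13 (-0.80), 0.26 (-0.02) and 2.90 (3.64), and their mean at day 21 was 3.31 ± 2.11. T lymphoid markers changed by 0.09 (-0.84), 1.52 (1.25) and 0.05 (0.78), and innate lymphoid markers by -0.02 (-0.94), 0.59 (0.32) and 0.49 (1.22). B lymphoid markers changed by -0.03 (-0.96), -0.05 (-0.33) and 0.07 (0.80) around group means of at most 0.09. Stromal markers changed by -0.65 (-1.58), 0.43 (0.16) and -0.57 (0.17), erythroid markers by -0.26 (-1.18), -0.03 (-0.31) and 0.02 (0.76), and megakaryocyte markers by -0.43 (-1.36), -0.41 (-0.69) and -0.01 (0.73). The changes of lists whose means lay near 0 in both groups, relative to the median difference, are mostly that difference itself. Some list changes rested mainly on 1 member. From day 17 to day 21 Nkg7 changed by 3.12. The other innate lymphoid markers Il1rl1, Zbtb16, Rora, Klrb1c and Eomes changed by 0.73, 0.48, 0.01, -0.18 and -1.25. From iHEC to day 14 Sparc changed by -7.85, and no other stromal marker fell. Ctsg rose by 3.80 from day 17 to day 21, against the fall of the neutrophil or monocyte list.

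The genes with the largest differences were named by a fixed rule of size. From iHEC to day 14 the 5 largest rises were Coro1a, by 8.86, Tuba4a, by 8.35, Tyrobp, by 8.27, Phgdh, by 8.20, and Glipr1, by 8.06. Coro1a was above 1 TPM in 14 of 65 iHECs and 21 of 21 day-14 iHPCs. The 5 largest falls were Mest (-8.85), Ecscr (-8.59), Gng11 (-8.46), Ptrf (-8.20) and Efna1 (-8.17). A pseudocount of 0.1 moved this ranking most and kept 6 of the 10 genes.

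From day 14 to day 17 the 5 largest rises were Ifi27l1, by 7.09, Rtp4, by 6.99, Usp18, by 6.92, Irf7, by 6.89, and Isg15, by 6.85. Isg15 was above 1 TPM in 6 of 21 day-14 and 18 of 18 day-17 iHPCs. The 5 largest falls were Ccl3 (-5.45), Smagp (-4.76), Nqo1 (-4.29), Pim2 (-3.93) and Spint1 (-3.92). From day 17 to day 21 the 5 largest rises were Gzmb, by 8.32, Mcpt4, by 8.01, Cpa3, by 7.48, Mcpt1, by 6.85, and Cma1, by 6.71. Mcpt4, Mcpt1 and Cma1 were listed at 0 in all 18 day-17 iHPCs. The 5 largest falls were Rps4y2 (-6.58), Fos (-5.36), Mest (-5.19), Esam (-5.15) and B4galt4 (-4.57).

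The fifth comparison asked whether cells of a group lay among cells of the same group. It used 10 principal components with every listed panel and marker gene left out, and the 10 nearest neighbors of each cell. Of the neighbors of iHECs, 97.8% were iHECs, against 40.3% from the group sizes alone. For day-14 iHPCs the share from the same group was 90%, against 12.6%. For day-17 iHPCs it was 61.7% ± 37.6 (SD between cells), against 10.7%, with 18.3% of neighbors from day 14, against 13.2%, and 18.9% from day 21, against 35.2%. For day-21 iHPCs it was 96.4%, against 34.6%. The alternative that moved these shares most was a distance of 1 minus Spearman correlation, under which 70.7% of the neighbors of day-21 iHPCs were day-21 iHPCs and 19.3% were day-17 iHPCs. Because the groups differ in size, each was also reduced to 18 random cells, with the mean of 100 draws taken. The share from the same group was then 93.4% in iHECs, 89.7% at day 14, 71.2% at day 17 and 71.3% at day 21, against 23.9% from equal group sizes, and 19.9% of the neighbors of day-21 iHPCs were day-17 iHPCs, against 25.4%. Of the neighbors of day-17 iHPCs, 18.1% were then day-14 and 10.4% day-21 iHPCs, each against 25.4%. Differences between groups in the number of detected genes were not removed, so their part in all these shares is unknown.

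Across the 9674 genes, which are not independent replicates, Pearson's r of the group means was 0.942 between day 14 and day 17, 0.929 between day 17 and day 21 and 0.916 between day 14 and day 21. It was 0.735 between iHEC and day 14, 0.682 between iHEC and day 17 and 0.731 between iHEC and day 21.

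**Figure D3:**
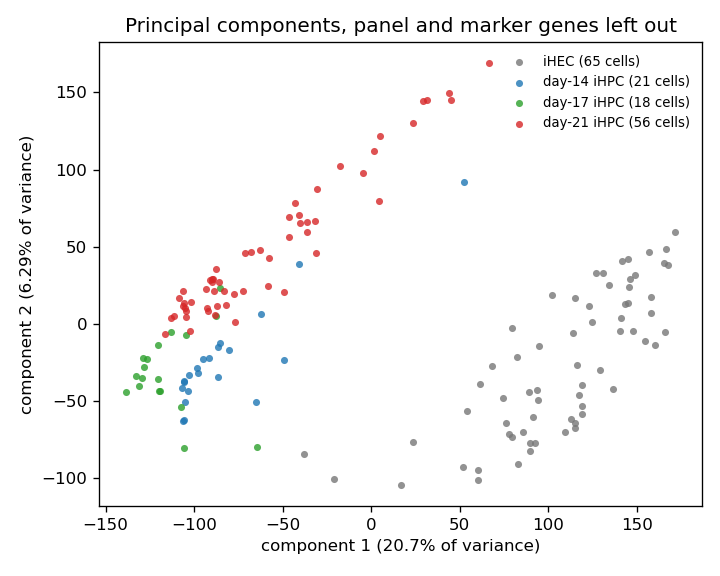
The first principal component (x axis, 20.7% of variance) and the second (y axis, 6.29% of variance) of the 160 cells, where a point is a cell and the color is its group. iHECs lay apart from most iHPCs on the first component, and day-14, day-17 and day-21 iHPCs lay next to each other. Position on this component also varied with the number of genes above 1 TPM. Within iHECs it was -37.9 in a cell with 7447 such genes and 171.4 in a cell with 3375. A day-21 iHPC with 3188 such genes lay at 66.6.

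The sixth comparison asked whether the day-21 iHPCs fell into subpopulations that differ in Gata2. Ward clustering into 2, without the panel and marker genes, gave cluster 1 with 42 cells and cluster 2 with 14 of the 56 cells (25%, interval 14.4 to 38.4). The clusters differed in complexity, with a median of 7018 genes above 1 TPM per cell in cluster 1 and 4844 in cluster 2. Gata2 was above 1 TPM in 29 of 42 cells of cluster 1 (69.0%, interval 52.9 to 82.4) and 5 of 14 cells of cluster 2 (35.7%, interval 12.8 to 64.9), and the difference of cluster 2 minus cluster 1 was -3.43. As a description of the clusters, the 5 genes highest in cluster 2 relative to cluster 1 were Gzma (5.42), Cd3g (4.76), Prss2 (3.67), Ly6d (3.45) and Ifi27l1 (3.19), and the lowest included Zdhhc12 (-5.21), Akt1 (-4.93), Ier3 (-4.86) and Grn (-4.79).

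The alternative that moved this division most was removal of each gene's linear trend over the number of genes detected, chosen after the data were seen. The smaller cluster then held 23 cells, of which 2 came from the 14 cells of cluster 2, and Gata2 was higher in it by 7.40.

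Ward clustering into 3, described cluster by cluster after the data were seen, left the 14 cells of cluster 2 together as cluster A and divided cluster 1 into cluster B and cluster C with 21 cells each. Gata2 was above 1 TPM in 21 of 21 cells of cluster C (100%, interval 83.9 to 100) with a mean of 8.61 ± 1.32, in 8 of 21 cells of cluster B with a mean of 0.69 ± 0.80, and in 5 of 14 cells of cluster A with a mean of 1.22 ± 1.87. The median number of genes above 1 TPM was 4844 in cluster A, 7220 in cluster B and 6687 in cluster C. Flt3 was above 1 TPM in 1 of 21 cells of cluster C (4.76%, interval 0.12 to 23.8), 21 of 21 cells of cluster B (100%, interval 83.9 to 100) and 11 of 14 cells of cluster A (78.6%, interval 49.2 to 95.3). Ccr9 was above 1 TPM in 3 of 21, 18 of 21 and 12 of 14 cells of clusters C, B and A, and Tcf7 in 1 of 21, 17 of 21 and 10 of 14. Cxcr4 was above 1 TPM in 0 of 21 cells of cluster C, which allows up to 14.3%, and in 15 of 21 cells of cluster B and 12 of 14 of cluster A. Il7r was above 1 TPM in 8 of 21, 20 of 21 and 13 of 14 cells of clusters C, B and A, and Kit in 20 of 21, 20 of 21 and 12 of 14. Cd7 was less distinct between the clusters, being above 1 TPM in 14 of 21 cells of cluster C (66.7%, interval 43 to 85.4), 21 of 21 of cluster B and 13 of 14 of cluster A. Ccr7 was above 1 TPM in 1 of 21, 5 of 21 and 0 of 14 cells of clusters C, B and A.

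By the fixed markers, cluster C was mast cell or basophil-like. The mean over the 10 mast cell or basophil markers was 5.88 ± 0.87 in cluster C and 1.73 ± 0.46 in cluster B. Cpa3, Hdc, Cma1 and Il4 were above 1 TPM in 21 of 21 cells of cluster C, Mcpt8 in 20 of 21 and Ms4a2 in 17 of 21, whereas Fcer1a was above 1 TPM in 2 of 21 and Tpsb2 and Prss34 in 0 of 21. The genes highest in cluster C relative to the other cells were Mcpt4, Cma1, Mcpt1, Gzmb and Cyp11a1. The mean over the 10 T lymphoid markers was 0.24 ± 0.23 in cluster C and 2.91 ± 1.01 in cluster B. Clusters A and B were left unnamed.

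**Figure D4:**
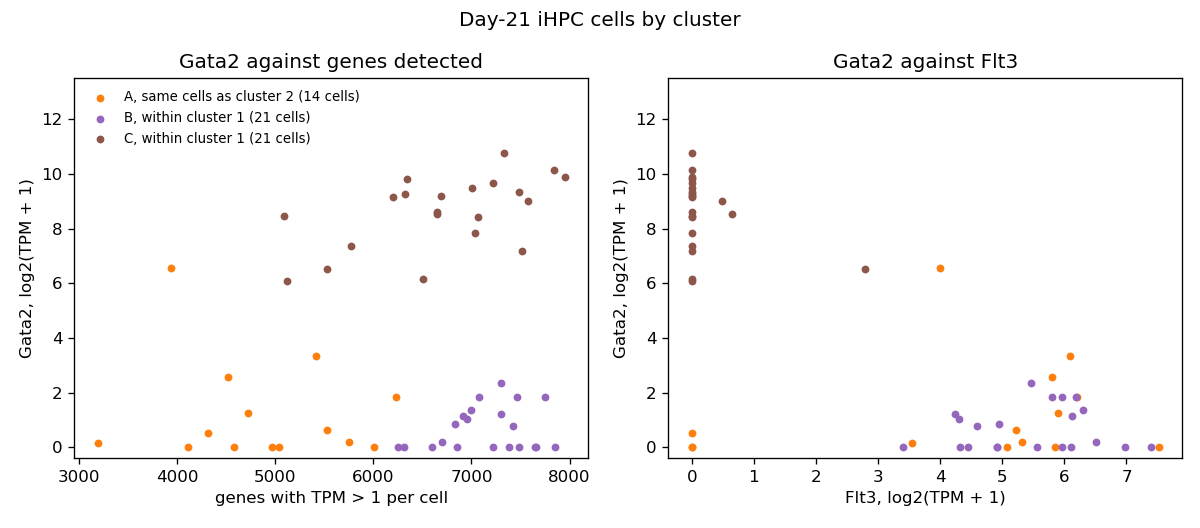
Gata2 as log2(TPM + 1) (y axis) against genes above 1 TPM per cell (left, x axis) and against Flt3 as log2(TPM + 1) (right, x axis) in the 56 day-21 iHPCs, where a point is a cell and the color is its cluster. Gata2 was above 1 TPM in 21 of 21 cells of cluster C and Flt3 in 1 of them, and cluster A held the cells with the lowest median number of genes, 4844.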

Values the study reported

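For its t-SNE map the study kept genes with TPM > 1 in more than 30 samples, from 65 iHECs and from iHPCs at day 14 (21 cells), day 17 (18 cells) and day 21 (56 cells). Among 70 iHECs, it counted cells that expressed a gene without stating the level that counts as expressed. Whether these cells include the 65 iHECs is not stated. The counts were Cdh5 in 70/70, Esam in 57/70, Procr in 32/70, Cd47 in 33/70, Cd63 in 44/70 and Fli1 in 66/70. They were Erg in 42/70, Lmo2 in 49/70, Mycn in 65/70, Sox7 in 38/70, Bcl11a in 11/70 and Hoxb5 in 24/70 for the remaining genes.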

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

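Results from 3 alternatives in this part were chosen after the data were seen: the description of 3 day-21 clusters, the removal of each gene's trend over detected genes and the subtraction of the median difference of all genes. No test was run on any result, so a value was compared with the SD between cells, with its binomial interval or, for the number of listed genes kept, with the reported number divided by 1.5. A change of sign was counted as a reversal only from a reported difference of 1 on the log2 scale, a size also chosen after the data were seen. Smaller differences can change sign without being counted. Of 51 list differences, 13 changed sign at any size when the median difference was subtracted, 5 with size factors, 2 each with a pseudocount of 0.1, a pseudocount of 10 and a trimmed mean, and 0 with ribosomal protein genes removed or with cells of few genes left out.

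Of 357 list differences under the alternatives, 317 stayed within the SD between cells, 39 moved by more and 1 reversed. Of 1134 differences of single panel genes, 1052 stayed, 81 moved and 1 reversed. At any size, 38 of 162 panel gene differences changed sign when the median difference was subtracted and 23 with size factors. Under each other alternative at most 8 did. Of 648 shares of cells, 550 stayed within their interval and 98 moved. Of 192 neighbor shares, 182 stayed and 10 moved. Of 486 gene differences between the day-21 clusters, 448 stayed, 17 moved and 21 reversed, 16 of them when the trend was removed. At any size, 26 of 54 such differences changed sign with the trend removed, and at most 5 under each other alternative. The cause of the changes listed next was not tested, except that a lower pseudocount by construction enlarges differences from cells listed at 0 and a higher one shrinks them.

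A threshold of 5 TPM gave a median of 6812 genes at day 14. A threshold of 10 TPM gave 5839 at day 14 and 6566 at day 17. With size factors, the transgenes changed by -0.047 from iHEC to day 14 and Hes1 by -0.015, both higher in the reported values.

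With a pseudocount of 0.1, the change from iHEC to day 14 was -9.07 for endothelial factors, 3.41 for T cell factors, 2.0 for surface genes and -3.37 for iHEC genes. That of endothelial factors from day 14 to day 17 was 1.19 and that of iHEC genes from day 17 to day 21 was -0.95. With a pseudocount of 10, the change from iHEC to day 14 was -3.44 for endothelial factors, 0.32 for surface genes and -1.34 for iHEC genes. Relative to the median difference, the changes from iHEC to day 14 were -2.39 for sort genes, 0.093 for surface genes, -1.09 for further factors and -3.28 for iHEC genes, and those from day 17 to day 21 were 0.41 for endothelial factors and 0.24 for iHEC genes, which were negative in the reported values. The fall of endothelial factors and of iHEC genes from iHEC to day 14, and the rise of T cell factors, kept their direction under every alternative run. From day 14 to day 17 the rise of surface genes ranged from 1.27 to 3.33.

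With 18 cells per group, 1.24% of the neighbors of iHECs were day-21 iHPCs, and those of day-21 iHPCs were 0.694% iHECs, 8.07% day-14, 19.9% day-17 and 71.3% day-21 iHPCs. With 1 minus Spearman correlation, those of day-21 iHPCs were 10% day-14, 19.3% day-17 and 70.7% day-21 iHPCs. The iHEC share among neighbors of day-21 iHPCs, 0 as reported, was 0.357% with 15 neighbors and 0.179% with a pseudocount of 0.1. The share of day-17 iHPCs among their own neighbors ranged from 52.6% to 71.2%, and their share from day 21 from 0.556% to 28.9%.

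The smaller day-21 cluster held 8 cells with a pseudocount of 10, 7 with genes detected in more than 28 cells, and 23 once the trend over detected genes was removed. With a pseudocount of 10, the difference of the smaller minus the larger cluster was -0.28 for Il7r, -0.20 for Gata3 and -0.047 for Flt3, and with genes detected in more than 28 cells it was -0.010 for Il7r and -0.48 for Flt3, all positive in the reported values. With the trend removed it was 7.40 for Gata2, 1.78 for Kit, 1.38 for Sfpi1, 1.08 for Hoxa9, 1.06 for Etv6, 0.89 for Erg, 0.55 for Runx1 and 0.54 for Fli1, all negative as reported, and -4.83 for Flt3, -4.53 for Ccr9, -3.98 for Tcf7, -3.64 for Il7r, -3.54 for Gata3, -2.88 for Cd7, -2.79 for Cxcr4 and -1.75 for Ptprc, all positive as reported. These reversals follow from the membership, since the smaller cluster then held all 21 cells of cluster C and 2 of the 14 cells of cluster 2.

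Of the 10 genes with the largest differences, 6 were kept from iHEC to day 14 with a pseudocount of 0.1, and 6 were kept from day 14 to day 17 with a pseudocount of 0.1 and with a pseudocount of 10. From day 17 to day 21 at least 8 were kept under the alternatives run. The comparison within a shared range of detected genes gave no value. The highest 10th percentile of a group was 7572 genes and the lowest 90th percentile was 6601, so the range between these limits was empty and held 0 cells, although the full ranges of the groups overlap. This range was required of all 4 groups at once, and its limits came from day-14 iHPCs and iHECs. The 10th to 90th percentiles of day 14 (7572 to 8883) and day 17 (7218.4 to 8799.6) overlapped. Those of day 17 and day 21 (4649 to 7610.5) overlapped as well. No comparison within the range of a pair of groups was run, so differences in complexity between groups were not removed from any comparison. No paired analysis was possible because the results come from no test and the numbers in the labels only name cells.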

Other observations

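All tests in this part were chosen after the data were seen. For the removal of the 50 most abundant genes from each cell and the removal of each gene's trend over the number of detected genes, the outcome that would speak for each explanation was set before the test was run.

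Fewer genes were above 1 TPM in iHECs than in day-14 iHPCs, with medians of 4926 and 8200. A few genes taking most of the TPM of iHECs would lower the values of all others. The 50 most abundant genes of a cell held a median of 18.8% of the TPM in iHECs and 18.9% at day 14. With those genes removed and the rest rescaled, the gap between the medians was 3225 in place of 3274 genes, so 98.5% of it was left, which argues against this explanation. A difference in depth stays open, since TPM keeps none, as does a difference between the cell types, which was not tested.

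Cluster 2 of the day-21 iHPCs had a median of 4844 genes above 1 TPM, against 7018 in cluster 1. A candidate explanation is that the number of detected genes separates the clusters. With the trend over that number removed, 2 of the 14 cells were in the smaller cluster and the others lay with cluster B, and with a division into 3 in place of 2, 11 of the 14 cells lay with all 21 cells of cluster B. Because cluster 2 and low numbers of genes go together, this removal also takes away other differences that follow that number, so the number of genes and a difference between cells cannot be told apart. Gzma and Cd3g were higher in cluster 2 than in the other cells, by 5.42 and 4.76, and also higher than in cluster B alone, with means of 9.13 ± 4.18 (SD between cells) against 5.99 ± 4.53 for Gzma and 7.13 ± 3.60 against 4.31 ± 3.73 for Cd3g. Prss2, Ly6d and Ifi27l1 differed from cluster B by -0.27, 0.51 and 0.12. These genes were named for their difference from the other cells, so they decide nothing about the explanation. Whether its cells differ from cluster B in more than the number of genes stays open. With the trend removed cluster C stayed apart from cluster B, as all 21 of its cells were in the smaller cluster of 23.

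Genes of mast cell proteases were listed above 0 in day-21 iHPCs outside cluster C, where Cma1 and Mcpt4 were each above 1 TPM in 32 of 35 cells. Both were at 0 in every cell of the other groups. A candidate explanation is spill-over of RNA or indexes from the libraries of cluster C, which would put each such gene at the same small percent of its level in the cluster. Genes were compared where no cell of the other groups was above 1 TPM, since expression outside cluster C is otherwise known. Over the 5 such genes with a mean of at least 1000 TPM in cluster C, the median outside was 0.0816% to 0.126% of that mean, and the highest percent was 1.54 times the lowest. The minimum of 1000 TPM was set after the values had been seen, and the outcome depends on it. With a minimum of 200 TPM, 7 genes entered and the percents ranged from 0 for Mcpt8 and 0.0281 for Mcpt-ps1 to 0.126, although an equal percent would put both of these genes near 1 TPM or below. Gzmb and Hdc, which were above 1 TPM in other groups and so left out, were at 0.261% and 0.230%. With means outside in place of medians, the percents ranged from 0.218 to 1.40, and the highest was 6.45 times the lowest over 7 genes and 3.98 times over 5. The highest value in a cell outside was 6014 TPM for Mcpt4, 1034 for Mcpt1 and 498 for Cma1. Their means in cluster C were 18797, 12649 and 8542 TPM. Medians do not describe such cells, which were not examined separately. For the typical cell outside cluster C, spill-over and low expression therefore cannot be told apart for these genes.

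Cpa3 differed from the proteases. Its median outside cluster C was 876 TPM, which is 8.79% of its mean in the cluster, against at most 0.126% for the 7 genes compared above and 0.261% and 0.230% for Gzmb and Hdc, and it was above 1 TPM in 35 of 35 of those cells and in 11 of 18 day-17 iHPCs. Spill-over at the percent of the other genes argues for a far lower level and so is not the whole source of Cpa3 in these cells. No biological explanation was tested, and the day-21 gate, which selects c-kit, stays open.

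The 5 largest rises from day 14 to day 17 included Irf7, Isg15 and Usp18, which respond to interferon. A further 12 interferon-response genes, listed without those 5, rose in 12 of 12 cases, with a median rise of 2.74. The list's median lay at percentile 100 of 10000 random lists of the same size and mean level, whose median was 0.20. This describes the rise and tests no effect of more genes detected at day 17, since which day had more genes depends on the threshold. The median number of genes above 1 TPM was 8101 at day 17 and 8200 at day 14. Above 10 TPM it was 6566 at day 17 and 5839 at day 14, so such an effect stays open. A small number of cells carrying the rise is argued against, since 17 of 18 day-17 iHPCs lay above every day-14 iHPC in the mean of the list. That mean was 1.05 ± 0.43 (SD between cells) in iHECs, 0.94 ± 0.30 at day 14, 3.94 ± 1.05 at day 17 and 2.70 ± 1.05 at day 21. A separate culture or library batch at day 17 may be the source. Apart from the title, 0 label fields differ between cells of a day, so batch and day cannot be told apart, and a change during maturation stays open and untested.

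Y-linked genes were above 1 TPM in 6 of 18 day-17 iHPCs. In these cells Eif2s3y (chromosome Y, 1010543 to 1028847) was listed at 83.0, 70.4, 135.8, 74.9, 1.76 and 80.3 TPM and Ddx3y at 27.2, 34.3, 19.1, 16.3, 7.0 and 30.6 TPM, while Kdm5d and Xist were listed at 0. In every cell of the other groups all 5 sex-linked genes of the list were at 0. Reads of the X-linked copies assigned to the Y-linked genes are argued against, as Eif2s3y was at 0 in all 90 cells outside day 17 with Eif2s3x at 10 TPM or more, and Ddx3y in all 113 such cells for Ddx3x. RNA of feeder cells in those cells is argued against by the stromal markers other than Sparc and Pdgfrb. Of 9 such genes, these 2 were above 1 TPM in more than 3 of the 6 cells, with a highest TPM of 451.1 and 87.2. Both were also above 1 TPM in 9 and 10 of the 12 other day-17 iHPCs, so they do not set the 6 cells apart. In the 6 cells the highest TPM of Col1a1 was 8.98 and that of Col3a1, Dcn, Lum and Postn was 0. Cells of different lines or a lost Y chromosome in the cultures stay open, since 0 label fields other than the title differ between day-17 cells and none names a line for single cells. The study describes the iHPCs as derived from its embryonic stem cells with both transgenes, and whether those were a single clone was not analyzed here.

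Of the 65 iHECs here, Procr was above 1 TPM in 59, Cd47 in 65, Cd63 in 65, Erg in 14, Bcl11a in 17 and Hoxb5 in 46. The shares quoted from the study above are of a larger number of iHECs, whose overlap with these cells is not stated. The level that counts as expressed is not stated either, so no direction is given between the shares.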
